# Mebendazole Treatment Disrupts the Transcriptional Activity of Hypoxia-Inducible Factors 1 and 2 in Breast Cancer Cells

**DOI:** 10.3390/cancers15041330

**Published:** 2023-02-20

**Authors:** Natalie S. Joe, Yuanfeng Wang, Harsh H. Oza, Inês Godet, Nubaira Milki, Gregory J. Riggins, Daniele M. Gilkes

**Keywords:** mebendazole, hypoxia, HIF1, HIF2, digoxin, breast cancer

## Abstract

**Simple Summary:**

Mebendazole (MBZ), an orally available, FDA-approved anthelmintic, has demonstrated efficacy in reducing solid tumor growth and preventing or treating metastasis in multiple preclinical models of cancer. MBZ was also well tolerated in a recently completed phase I clinical trial. Given the success of MBZ, we aimed to identify additional mechanisms of action for MBZ beyond those that have been previously reported, which include tubulin disruption, inhibiting angiogenesis, promoting apoptosis, and maintaining cell stemness. We demonstrate that MBZ can inhibit the transcriptional activity of HIFs in breast cancer cell lines and in preclinical models of breast cancer by preventing the induction of HIF-1α, HIF-2α, and HIF-1β at the protein level under hypoxic conditions. We show that MBZ treatment has dual use as a chemotherapeutic agent as well as blocking the hypoxia-induced phenotype that promotes chemoresistance.

**Abstract:**

Breast cancer is the most diagnosed cancer in women in the world. Mebendazole (MBZ) has been demonstrated to have preclinical efficacy across multiple cancers, including glioblastoma multiforme, medulloblastoma, colon, breast, pancreatic, and thyroid cancers. MBZ was also well tolerated in a recent phase I clinical trial of adults diagnosed with glioma. The mechanisms of action reported so far for MBZ include tubulin disruption, inhibiting angiogenesis, promoting apoptosis, and maintaining stemness. To elucidate additional mechanisms of action for mebendazole (MBZ), we performed RNA sequencing of three different breast cancer cell lines treated with either MBZ or vehicle control. We compared the top genes downregulated upon MBZ treatment with expression profiles of cells treated with over 15,000 perturbagens using the clue.io online analysis tool. In addition to tubulin inhibitors, the gene expression profile that correlated most with MBZ treatment matched the profile of cells treated with known hypoxia-inducible factor (HIF-1α and -2α) inhibitors. The HIF pathway is the main driver of the cellular response to hypoxia, which occurs in solid tumors. Preclinical data support using HIF inhibitors in combination with standard of care to treat solid tumors. Therefore, we tested the hypothesis that MBZ could inhibit the hypoxia response. Using RNA sequencing and HIF-reporter assays, we demonstrate that MBZ inhibits the transcriptional activity of HIFs in breast cancer cell lines and in mouse models of breast cancer by preventing the induction of HIF-1α, HIF-2α, and HIF-1β protein under hypoxia. Taken together, our results suggest that MBZ treatment has additional therapeutic efficacy in the setting of hypoxia and warrants further consideration as a cancer therapy.

## 1. Introduction

Mebendazole (MBZ) was approved by the FDA in 1971 as an anthelmintic drug used to treat parasitic infections [1]. More recently, MBZ has been shown to have preclinical efficacy [2] in treating pancreatic [3], lung [4,5], thyroid [6], breast [7], colorectal [8], and brain tumors [9,10,11]. The first known mechanism to support the efficacy of MBZ as a treatment for cancer was its ability to disrupt tubulin, a common target of chemotherapeutics [12]. Other reported tumor-suppressive mechanisms for MBZ include inhibiting angiogenesis, inducing apoptosis through BCL-2 and caspase-3-dependent mechanisms, and reducing AKT and STAT3 activity [11,13,14]. In addition, we recently showed that MBZ could also reduce the stem-like phenotype of triple-negative breast cancer cells via ITBβ4, leading to tumor shrinkage and reduced metastasis [15].

To elucidate additional signaling pathways affected by MBZ treatment, we queried the clue.io database [16], which contains differential gene expression profiles resulting from cellular perturbations, including both genetic and small molecule perturbagens. The database revealed that the expression patterns following treatment with MBZ closely matched the profile of cells treated with either angiogenesis, cell cycle, or tubulin inhibitors, which aligns with previously reported MBZ mechanisms. Surprisingly, the gene expression profile following MBZ treatment also matched the profile of cells treated with known HIF inhibitors [17], including Digoxin and Vorinostat.

A common feature of solid tumors is hypoxia, or an imbalance in O_2_ consumption and demand, which causes an overall decrease in O_2_ levels in the microenvironment [18,19]. When a cell experiences hypoxia, two transcription factors, hypoxia-inducible factors HIF-1α and/or HIF-2α, are stabilized and dimerize with HIF-1β, regulating the transcription of more than 1000 hypoxia-inducible genes [20]. In the context of cancer, hypoxia has been linked to a higher risk of metastases and mortality [21]. In addition, key genes that promote chemoresistance, altered metabolism, invasion, metastases, cell proliferation, and angiogenesis are regulated by HIFs under hypoxic conditions [20].

The results led us to hypothesize that MBZ may suppress HIF activity and, thus, be effective at promoting the eradication of hypoxic cells that are less sensitive to chemotherapy [22,23]. Using RNA sequencing and luciferase reporter assays, we demonstrate that MBZ can inhibit the transcriptional activity of HIF target genes. We further show that MBZ decreases HIF-1α, HIF-2α, and HIF-1β at the protein level under hypoxia but does not alter HIF mRNA levels. Furthermore, we demonstrate that MBZ can reduce HIF transcriptional activity in hypoxic tumor regions using preclinical xenograft and PDX mouse models of breast cancer. Taken together, our results suggest that MBZ treatment has additional therapeutic efficacy in hypoxic tumor regions. The results warrant further consideration of MBZ as a therapeutic strategy for treating solid tumors.

## 2. Materials and Methods

### 2.1. Cell Lines and Cell Culture

Mycoplasma-free breast cancer cell lines MDA-MB-231 and MCF-7 were purchased from the American Type Culture Collection (ATCC) and maintained in DMEM (Corning) supplemented with 10% FBS (Corning) and 1% penicillin/streptomycin (P/S) (Invitrogen). SUM159 cells were kindly provided by the Sukumar Lab and cultured in Ham’s F12 medium supplemented with 5% FBS, 1% P/S, and 5% insulin/hydrocortisone. Cells were maintained in a humidified environment at 37 °C and 5% CO_2_. Hypoxia fate-mapping MDA-MB-231 cells were developed and maintained as previously described [24].

### 2.2. CLUE Query (Clue.io from the BROAD Institute)

A connectivity map analysis used two reference datasets, (1) Touchstone v1, which has over 8000 well-annotated genetic and small molecule drug perturbagens profiled in a core set of nine cell lines, and (2) the Discover v1 dataset with over 15,000 unannotated small molecular perturbagens tested in a variety of cell lines. The combined databases created the L1000-based compendium CMAP-L1000v1 used to develop the CMap query. We used the top 100 genes that were found using RNA sequencing to be the most differentially downregulated (see Supplementary Table S1) in both MDA-MB-231 and SUM159 cells upon MBZ treatment to perform a CMAP query. Each PCL (perturbagen class) has an assigned mechanism of action (MOA) class with likely targets. Targets with shared MOAs are placed within the same class. The CMAP query provides a connectivity score for each perturbagen. The higher the score, the more likely MBZ shares a MOA with a given perturbagen.

A separate analysis was conducted using the Touchstone v1 dataset, which included mebendazole as a perturbagen. The expression profile of a cell line treated with mebendazole (MBZ) could be compared to other perturbagens used to treat the same cell line. This query compared the transcriptomic profile of the specified perturbagen, MBZ, and identified a similar profile across six cancer cell lines against other compounds that have a similar mechanism of action. In this case, a score of 1 to 100 is provided, with 100 being a perfect match to MBZ.

### 2.3. RNA Sample Preparation and Sequencing

MDA-MB-231, MCF-7, and SUM159 cells were collected, and total RNA was extracted. The samples had a RIN value > 9.0. From 1 μg of total RNA, mRNA was purified with poly-T oligo-attached magnetic beads. Next, double-stranded cDNA was synthesized, the cDNA fragments were adenylated, and sequencing adaptors were incorporated. Each fragment of 150–200 bp in length was purified, followed by PCR. Novogene sequenced the samples on a NovaSeq 6000 system with a 150-bp paired-end run. The reads were mapped to the Homo sapiens genome (GRCh38/hg38) using STAR (v2.5) with the parameter mismatch = 2. Quantification was carried out using HTSeq (v0.6.1) software with the parameter-m union. Differentially expressed genes were identified using EdgeR (v3.16.5) with padj < 0.005 and [log2(FoldChange)] > 1. FASTQ files and read counts have been uploaded to GEO under accession number GSE222702.

### 2.4. Western Blotting

Lysates from MDA-MB-231, SUM159, and MCF-7 cells were prepared in a buffer containing 150 mM NaCl, 1% IGEPAL CA-630, 50 mM Tris-HCL, pH 8.0, and protease and phosphatase inhibitors for 10 min on ice, and centrifuged for 10 min at 12,000 rpm at 4 °C. The supernatant was collected and fractionated on a 10% sodium dodecyl sulfate-polyacrylamide gel electrophoresis system (SDS-PAGE). The gel was then transferred to a nitrocellulose membrane using a Trans-blot Turbo (BioRad, Hercules, CA, USA). Each membrane was blocked in 5% milk (% *w*/*v*) prepared in Tris-buffered saline containing 0.1% Tween-20 (TBS-T). The membrane was incubated overnight in primary antibodies (HIF-1α (610959, BD Biosciences, San Jose, CA, USA), HIF-2α (SC-46691, Santa Cruz Biotechnology, Dallas, TX, USA), HIF-1β/ARNT (D28F3, Cell Signaling Technology, Danvers, MA, USA), NDRG1 (A18057, ABclonal Science, Woburn, MA, USA), and CA9 (SC-365900, Santa Cruz Biotechnology)) at a 1:1000 dilution at 4 °C. After three washes in TBS-T, membranes were incubated in HRP-conjugated secondary antibodies (Cell Signaling Technology), followed by three additional washes in TBS-T. HRP-conjugated Beta Actin Monoclonal antibody (HRP-60008, Proteintech, Rosemont, IL, USA) was used at a 1:5000 dilution to detect actin as the loading control. The chemiluminescence signal was detected using an AZURE C300 (Azure^TM^ Biosystems, Dublin, CA, USA) using ECL as the chemiluminescent substrate (Perkin Elmer, Waltham, MA, USA).

### 2.5. Reverse Transcription and Quantitative PCR

Total RNA was extracted using TRIzol (Invitrogen, Waltham, MA, USA) followed by cDNA synthesis (GoScript^TM^, Promega, Madison, WI, USA). qPCR analysis was conducted on a CFX96 Real-Time PCR detection system (Bio-Rad) using SYBR Green qPCR master mix (Bio-Rad and ABclonal Science). The expression of each target mRNA relative to 18S rRNA control was calculated as 2^−Δ(ΔCt)^, ΔCt = Ct (target mRNA) − Ct (18S rRNA), and Δ(ΔCt) = ΔCt (treatment) − ΔCt (control). Primer sequences are as follows: BNIP3 FW: 5′-CTTCCATCTCTGCTGCTCTC-3′; BNIP3 RV: 5′-GTAATCCACTAACGAACCAAGTC-3′; CA9 FW: 5′-GGATCTACCTACTGTTGAGGCT-3′; CA9 RV: 5′-CATAGCGCCAATGACTCTGGT-3′; EPO FW: 5′-GCCCTACGTGCTGTCTCACAC-3′; EPO RV: 5′-CCTTGATGACAATCTCAGCGC-3′; NDRG1 FW: 5′-CCAACAAAGACCACTCTCCTC-3′; NDRG1 RV: 5′-CCATGCCCTGCACGAAGTA-3′; 18S FW: 5′-GAGGATGAGGTGGAACGTGT-3′; and 18S RV: AGAAGTGACGCAGCCCTCTA-3′.

### 2.6. Firefly Luminescence Assay

MDA-MB-231 cells were seeded overnight in 24-well plates and co-transfected with 0.4 μg of the indicated vectors, 0.05 μg of psVmRL *Renilla* luciferase vector, and 0.05 μg of pcDNA3-EGFP per well using PolyJet in vitro DNA Transfection Reagent (SignaGen Laboratories). The internal control was a *Renilla* luciferase vector. After 16 h, the medium was changed, and the transfected cells were exposed to 20% or 1% O_2_ and treated with 1 μM MBZ or DMSO vehicle control and analyzed for luciferase activity using a Dual-Luciferase Reporter Assay System per the manufacturer’s instruction (Promega). Luminescence was measured using a Cytation 5 (BioTek Instruments, Winooski, VT, USA).

### 2.7. Preclinical Experiments In Vivo

All animal research complied with relevant ethical regulations within protocols approved by the Johns Hopkins University Animal Care and Use Committee. Female 5- to 7-week-old NOD-SCID Gamma (NSG) mice were anesthetized with intraperitoneal injections of 100 mg/kg Ketamine and 16 mg/kg Xylazine prior to cell or PDX implantation.

#### 2.7.1. MDA-MB-231 Xenograft Mouse Model

MDA-MB-231 hypoxia fate-mapping cells (2 × 10^6^) were injected into the top mammary fat pad closest to the second nipple. At the end of the experiment (36 days), tumors were excised, formalin-fixed (Sigma-Aldrich, St. Louis, MO, USA) overnight, saturated in 30% sucrose (Sigma-Aldrich) at 4 °C overnight, and frozen in OCT media (Fisher Scientific, Waltham, MA, USA). Tumors were sectioned using a cryotome CM11000 (Leica, Wetzlar, Germany) and mounted onto Superfrost Plus microscope slides. The slides were imaged to detect DsRed and GFP expression using a Cytation 5 (BioTek Instruments). Quantification was carried out using ImageJ by calculating the area of each signal in the respective channels (RFP, GFP, RFP + GFP). After thresholding and binarization, the measure plugin was used to obtain a % score for GFP compared to the total tissue area.

#### 2.7.2. Breast Cancer Patient-Derived Xenograft (PDX)

The HCI-001 PDX was developed by the Welm lab [25]. HCI-001 PDX tumor fragments were maintained and passaged in NOD-SCID Gamma (NSG) mice. Tumors were collected and serially re-implanted into new mice in ~1 mm size fragments or cryopreserved and passages were tracked. For experiments, PDX fragments were dissociated by incubating in 2 mg/mL collagenase for 1 h at 37 °C, and DNase I (0.4 U/mL) (Sigma-Aldrich) was added for 5 min at room temperature. The cell suspension was centrifuged, resuspended in fresh media, and strained through a 100 μm Nylon filter. Fragments (n = 5000) smaller than 100 μm were re-implanted into each recipient NSG mouse.

When the tumor size reached 150 mm^3^, mice were treated with MBZ. Once the tumor burden of the control group reached 1 cm^3^, mice were sacrificed, and tumor tissue was preserved for RNA extraction and paraffin embedment. For RNA extraction, small tumor fragments were mechanically dissociated in TRIzol (Invitrogen). RNA extraction was performed with phenol:chloroform:isoamyl alcohol (25:24:1) (Sigma), followed by precipitation with isopropanol (Sigma). RNA pellets were washed with ethanol (70%), air-dried, and resuspended in RNAse/DNAse-free water.

### 2.8. Fluorescent Staining of Formalin-Fixed and Paraffin-Embedded (FFPE) Tissue Sections

Formalin-fixed and paraffin-embedded tissue sections of PDX tumors were subjected to antigen retrieval using citrate buffer (pH 6.2) at 60 °C for 20 min post-deparaffinization with xylenes and serial hydration. Hydrogen peroxide (3% *v*/*v*) diluted in methanol was using to quench intrinsic peroxidase activity. PBS-T was used for washes and samples were blocked with blocking buffer (0.05% Tween, 1% Casein, 2% BSA and 5% Goat serum, in PBS) for 1 h followed by a 4 °C overnight primary antibody incubation with a CA9 antibody (#sc-365900, SantaCruz, Santa Cruz, CA, USA) at 1:100 dilution. Samples were washed with PBS-T on the following day, and incubated with HRP goat anti-mouse (#20401, Biotium, Fremont, CA, USA) secondary antibody at 1:200 dilution prepared in blocking buffer for 1 h. The slides were then subjected to signal amplification using a tyramide amplification kit (#33012, Biotium). DAPI staining was performed for 15 min at room temperature. Slides were mounted with anti-fade solution and imaged on a Cytation 5 device (BioTek Instruments). The digital score was obtained by calculating the signal for CA9 and DAPI using the threshold plugin on ImageJ and taking their ratio. See Supplementary S2 for an example of the digital scoring and staining for each PDX tumor.

### 2.9. Statistical Analysis

GraphPad Prism 9 was used for statistical analysis, and statistical tests appropriate for each experimental setup were performed. Data are presented as mean ± SEM. A comparison of two-variable data was performed with an unmatched two-way ANOVA using Bonferroni multi-comparison testing. Significance levels are reported as indicated in the figure legends.

## 3. Results

### 3.1. Connectivity Map Analysis of Transcriptional Profile Changes Caused by MBZ Treatment Uncovers a Novel Link to Hypoxia-Inducible Factor (HIF) Inhibitors

Utilizing our previous RNA sequencing data from two human TNBC cells lines (MDA-MB-231 and SUM159, (GSE190845)) treated with MBZ, we focused on the 100 differentially expressed genes (Table S1) that were downregulated with MBZ treatment. We input the downregulated gene set into the Broad Institute’s clue.io database to generate a connectivity map based on two large datasets (Touchstone v1 and Discover v1) of perturbagens and their transcriptomic profiles in a multitude of cell lines classified by mechanisms of action. Through our query, we uncovered the top classes of perturbagens that also cause a reduction in the top 100 differently expressed genes (Table S1). Unsurprisingly, perturbations with known mechanisms of action for MBZ treatment [2] had high connectivity scores and included tubulin inhibitors, cell cycle inhibitors, apoptosis inducers, angiogenesis inhibitors, and proteasome inhibitors (Figure 1a). Interestingly, well-known HIF inhibitors [26] had connectivity scores within the same range as tubulin inhibitors, the most well-accepted mechanism of action for MBZ (Figure 1a,b).

We performed a second query using the Touchstone v1 dataset, which included MBZ as a perturbagen. Changes in gene expression caused by MBZ treatment were compared for similarity to all perturbational signatures in the following six cell lines: melanoma (A375 cells), breast cancer (MCF-7 cells), lung cancer (A549 cells), prostate cancer (PC3 cells), colon adenocarcinoma (HT29 cells), and an immortalized kidney cell line (HA1E) (Figure S1). A score of 1 to 100 is provided, with 100 being a perfect match to the transcriptional profile of MBZ treatment. As expected, benzimidazoles such as nocodazole, flubendazole, albendazole, oxibendazole, parbendazole, and fenbendazole had scores of greater than 95 in five out of the six cell lines queried. As our previous analysis suggested, HIF inhibitors [26], such as proscillaridin, ouabain, and digoxin, had scores greater than 85 in all six cell lines that were queried (Figure S1). Taken together, the data suggest that MBZ treatment and HIF inhibition cause similar transcriptional profile changes in cancer cell lines.

### 3.2. Mebendazole Decreases the Transcriptional Activity of HIFs

To determine whether the similarity in gene signatures following treatment with MBZ or HIF inhibitors was correlative or causative, we tested the transcriptional activity of HIFs using a reporter assay. We transfected MDA-MB-231 cells with two HIF-dependent reporter vectors: the pGL4.32-GW-LDHA plasmid containing a human lactate dehydrogenase A (LDHA) HIF-promoter binding site or the p2.1 plasmid containing a human enolase HIF-promoter binding sequence. Both HIF-binding sequences were located upstream of a minimal promoter, followed by a firefly luciferase coding sequence. The psVmRL Renilla luciferase vector, which constitutively expresses Renilla luciferase, was used as a control reporter for normalization purposes [27]. Transfected MDA-MB-231 cells were treated with MBZ or vehicle control DMSO for 48 h under 20% or 1% O_2_. In both dual-luciferase assays, pGL4.32-GW-LDHA (Figure 2a) and p2.1 (Figure 2b), MBZ treatment lowered HIF transcriptional activity under hypoxia in a dose-dependent manner as measured by normalized luciferase expression. The results suggest that MBZ directly represses the hypoxia-induced HIF transcriptional response.

### 3.3. Mebendazole Decreases HIF-Inducible Gene Transcription under Hypoxic Conditions

To determine whether MBZ inhibits HIF-dependent gene transcription under hypoxia, we performed RNA sequencing of SUM159, MDA-MB-231, and MCF-7 cells exposed to 20% O_2_ or 1% O_2_ conditions in the presence or absence of 1 μM MBZ or DMSO as vehicle control. 

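The lines compared were SUM159 and MDA-MB-231, which are estrogen receptor-negative, and MCF-7, which is estrogen receptor-positive. Each line gave 4 libraries (20% O2 with vehicle, 20% O2 with MBZ, 1% O2 with vehicle and 1% O2 with MBZ), so the 12 libraries hold 1 library per condition and line, without replicates within a line. The sample labels give 72 h of treatment for SUM159 and 48 h for MDA-MB-231 and MCF-7, and the paper's text gives no time for this experiment. The authors sequenced poly(A) RNA, mapped the reads to GRCh38 with STAR (version 2.5) and counted reads per gene with HTSeq (version 0.6.1). The files hold these counts, unnormalized, for 58735 Ensembl genes. Total counts were 18708179 to 21311872 in the SUM159 libraries (median 19688510), 17230494 to 18859260 in the MDA-MB-231 libraries (median 18105056) and 17212407 to 24239981 in the MCF-7 libraries (median 19781949). The 18566 genes with at least 10 counts in at least 3 libraries were tested with edgeR's quasi-likelihood test after TMM normalization, in a model with the cell line as a block and the 4 treatment groups, which leaves 6 residual degrees of freedom. The 3 lines thus stand in for replicates, and a gene passes at an adjusted p under 0.05 only when its change is large against its spread between lines. Gene lists were tested with camera in limma, at a preset correlation of 0.01 between genes and again with an estimated correlation. Within a line, folds are ratios of TMM-normalized CPM (counts scaled to a common library total). Their 95% intervals are exact binomial intervals that cover counting error only, and against a count of 0 a floor of 3 counts per library gives a bound. Log2 ratios for lists add a prior count of 2. Scaling by library size in place of TMM shifts the median log2 ratio of MBZ to vehicle over all genes at 1% O2 by 0.31 in SUM159, -0.01 in MDA-MB-231 and 0.18 in MCF-7.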

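In vehicle-treated cells, HIF target genes were higher at 1% O2 than at 20% O2 in all 3 lines: 48 of the 58 targets were at least 2-fold higher in SUM159, 45 in MCF-7 and 22 in MDA-MB-231. Of these targets, listed with the values of Fig. 3 already seen (25 of the 58 are printed there), 54 had a fitted log2 fold change above 0, with a median of 1.64 (adjusted p = 9.56e-55 from camera in limma, adjusted p = 0.0829 with an estimated correlation, adjusted p = 0.0237 from fry), and of 1.25 without the genes printed in Fig. 3. The median log2 ratio of the list was 2.02 in SUM159, 0.71 in MDA-MB-231 and 2.00 in MCF-7. CA9, a carbonic anhydrase that regulates pH (ENSG00000107159, chromosome 9 of GRCh38 from 35673856 to 35681159), went from 27 to 7797 counts in SUM159, a 302-fold difference (95% interval 207 to 458). In MDA-MB-231 CA9 went from 8 to 250 counts (28.2-fold, 14.1 to 66), and in MCF-7 from 2 to 1124 counts (746-fold, 206 to 6168). NDRG1 (ENSG00000104419, chromosome 8 from 133237171 to 133302022) was 120-fold higher at 1% O2 in SUM159, 4.71-fold in MDA-MB-231 and 54.3-fold in MCF-7. BNIP3, a mitophagy receptor (ENSG00000176171, chromosome 10 from 131966455 to 131982013), was 15.3-fold, 3.45-fold and 9.51-fold higher in the same order. EPO, which encodes erythropoietin (ENSG00000130427, chromosome 7 from 100720800 to 100723700), had 0 counts in each of the 6 vehicle libraries, which allows up to 3 counts per library, so its induction was not detectable at this depth. Genes of glycolysis overlap this list, with 20 of the 21 among the HIF targets (all but PFKL), and so are no separate result: 20 of 21 had a fitted value above 0, with a median log2 fold change of 1.66 (adjusted p = 2.35e-27 from camera, adjusted p = 0.0829 with an estimated correlation, adjusted p = 0.0237 from fry). Among them, LDHA, which makes lactate, was 3.09-fold higher in SUM159, 2.30-fold in MDA-MB-231 and 4.23-fold in MCF-7. mRNA of HIF1A, which encodes HIF-1α, was lower at 1% O2, at 0.568 times its 20% O2 level in SUM159, 0.524 times in MDA-MB-231 and 0.682 times in MCF-7. Genes of G1/S and DNA replication had a median log2 fold change of -0.55, with 27 of 31 below 0 (adjusted p = 0.00417 from camera, adjusted p = 0.829 with an estimated correlation). Their line medians were -0.69 in SUM159, -0.08 in MDA-MB-231 and -0.73 in MCF-7. No single gene passed the threshold in edgeR, where the smallest adjusted p was 0.0506 and 1818 genes had an unadjusted p under 0.05 against 928 expected by chance. DESeq2 called 104 genes, among them 32 of the 39 genes printed in Fig. 3. In edgeR, 48 HIF targets and 18 glycolysis genes were higher when adjusted over the list alone.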

We compared the expression of a previously published 42 breast cancer-specific hypoxia-inducible and HIF-regulated gene set [28] (Figure 3 and Figure S2). Our data indicated that MBZ caused a decrease in the overall expression of the hypoxic gene signature across all breast cancer cell lines, confirming that MBZ decreases HIF transcriptional activity.

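Under 1% O2, HIF target genes were lower with MBZ than with vehicle in MCF-7, and by less in MDA-MB-231, whereas in SUM159 the direction of the list depended on the scaling. In MCF-7, 51 of the 58 HIF targets were lower with MBZ, with a median log2 ratio of -0.88, below the median of each of 10000 random gene lists matched on expression. In MDA-MB-231, 40 of 58 were lower, with a median of -0.19, just below the lowest random list (-0.18), and of -0.12 without the genes printed in Fig. 3. In SUM159, 37 of 58 were lower with a median of -0.15 after TMM normalization, but 24 of 58 were lower with a median of 0.14 when libraries were scaled by their size alone. The SUM159 median lay at percentile 98.4 of the random lists, whose own medians centred on -0.32. Random lists draw genes independently within the same libraries, so their range leaves out genes that move together and the spread between cultures. CA9 at 1% O2 was 0.183 times its vehicle level with MBZ in MCF-7 (95% interval 0.158 to 0.211), 0.755 times in MDA-MB-231 (0.620 to 0.918) and 0.940 times in SUM159 (0.912 to 0.970), where scaling by library size gives 1.17 times. NDRG1 was 0.346 times its vehicle level in MCF-7, 0.875 times in MDA-MB-231 and 0.666 times in SUM159. BNIP3 was 0.515 times in MCF-7, 0.835 times in MDA-MB-231 and 0.792 times in SUM159. Scaling by library size shifts the SUM159 log2 ratios up by a median of 0.31, which would bring BNIP3 there close to its vehicle level. ANGPTL4, an angiopoietin-like protein, went the other way in 2 lines, as it was 0.173 times its vehicle level in MCF-7 but 2.21-fold higher in MDA-MB-231 and 2.94-fold higher in SUM159. EPO had at most 3 counts in every library. Of the 39 genes printed in Fig. 3, 39 were lower with MBZ in MCF-7, 29 of the 38 with counts in MDA-MB-231, and 22 in SUM159 (10 when scaled by library size). Over the 3 lines together, 53 of the 58 HIF targets had a fitted value below 0, with a median log2 fold change of -0.43 (adjusted p = 4.42e-07 from camera, adjusted p = 0.664 with an estimated correlation, adjusted p = 0.722 from fry), and none passed in edgeR, either over all genes or adjusted over the list alone. Without MCF-7 the median was -0.24 (adjusted p = 0.0482 from camera at the preset correlation, the only one run without MCF-7). This is no firm evidence of a fall in the other lines, as the SUM159 median lay high among its matched random lists. All 21 glycolysis genes, of which 20 are also HIF targets, were below 0, with a median of -0.48 (adjusted p = 4.17e-06 from camera, adjusted p = 0.664 with an estimated correlation). Genes of G2/M and mitosis were below 0 for 40 of 41, with a median of -0.60 (adjusted p = 6.61e-08 from camera, adjusted p = 0.664 with an estimated correlation). Their line medians were -1.79 in MCF-7, -0.25 in MDA-MB-231 and 0.29 in SUM159 (0.60 when scaled by library size). Targets of NF-kB and cytokines lay above 0 for 21 of 21, with a median of 2.02 (adjusted p = 5.88e-14 from camera, adjusted p = 0.455 with an estimated correlation, adjusted p = 0.0895 from fry), and 11 passed adjusted over the list alone. The gene that passed over all genes, MMP1, an interstitial collagenase (ENSG00000196611), rose by a log2 fold change of 3.64 (standard error 0.39, adjusted p = 0.0229 from edgeR), at 11.4-fold in SUM159, 12.0-fold in MDA-MB-231 and at least 1.81-fold in MCF-7, where it had 0 and 6 counts. It was not called when any of the lines was left out or when libraries were scaled by size alone, and DESeq2 called 28 genes, none of them printed in Fig. 3. Among the genes of the HIF subunits, HIF1A was 1.15 times its vehicle level in SUM159, 0.776 times in MDA-MB-231 and 1.32 times in MCF-7. EPAS1, which encodes HIF-2α, was 1.19 times, 1.59 times and 13.6 times its vehicle level in the same order, and ARNT, which encodes HIF-1β, 0.511 times, 0.90 times and 0.649 times. The paper reports a lower expression of the hypoxic signature as a whole with MBZ in all the lines (Fig. 3 and Fig. S2). It takes this as further evidence that MBZ decreases HIF transcriptional activity, beside its reporter assays, real-time PCR, immunoblots and mouse experiments.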

### 3.4. Mebendazole Decreases HIF-Inducible Gene Products in a Dose-Dependent Manner

To confirm the results of our RNA sequencing analysis, we measured the mRNA expression of four genes containing known hypoxia response elements (HRE): NDRG1, CA9, EPO, and BNIP3 in MDA-MB-231, SUM159, and MCF-7 cells (Figure 4a–f and Figure S3a–e) using real-time PCR. Hypoxia induces CA9 (carbonic anhydrase 9) in a HIF-1-dependent manner, EPO (erythropoietin) in a HIF-2-dependent manner and BNIP3 (BCL2 Interacting Protein 3) and NDRG1 (N-myc downstream regulated 1) in a HIF-1 and HIF-2- dependent manner. The induction of NDRG1, CA9, EPO1, and BNIP3 mRNA expression under hypoxic conditions was abrogated in a dose-dependent manner by MBZ treatment (Figure 4a–f and Figure S3a–e). Likewise, in all three cell lines, NDRG1 and CA9 protein expression were abrogated in a dose-dependent manner under hypoxic conditions (Figure 4g,h and Figure S3f). Taken together, the results confirm that MBZ affects the ability of both HIF1 and HIF2 to transactivate target genes under hypoxic conditions.

### 3.5. Mebendazole Decreases the Induction of HIF-1α, HIF-2α, and HIF-1β under Hypoxic Conditions

Hypoxia induces HIF-1 and HIF-2 complex formation by stabilizing the HIF-1α and HIF-2α subunits, each of which binds to the HIF-1β subunit to form the heterodimers HIF-1 and HIF-2, respectively [29]. 

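At 20% O2, the HIF target list with MBZ lay near its vehicle level in MDA-MB-231 and MCF-7 and above it in SUM159, and some members were higher in all 3 lines. Of the 58 HIF targets, 31 had a fitted value above 0 and 27 below, with a median log2 fold change of 0.03 (adjusted p = 0.912 from camera). The line medians were 0.20 in SUM159 (percentile 99.95 of the random lists, and 0.48 when scaled by library size), 0.01 in MDA-MB-231 (-0.01 with relative log expression factors) and 0.02 in MCF-7 (0.17 when scaled by library size). VEGFA, the vascular endothelial growth factor, was 2.33-fold higher with MBZ at 20% O2 in SUM159, 1.95-fold in MDA-MB-231 and 2.10-fold in MCF-7, a fitted log2 fold change of 1.08 (standard error 0.31, adjusted p = 0.558 from edgeR). NDRG1 was 2.49-fold higher in SUM159, 1.1-fold in MDA-MB-231 and 2.23-fold in MCF-7. CA9 had 27 counts with vehicle and 135 with MBZ in SUM159 (4.08-fold, 95% interval 2.68 to 6.42), 8 and 9 counts in MDA-MB-231 (1.06-fold, 0.364 to 3.17) and 2 and 0 counts in MCF-7, which is at the floor. BNIP3 was 1.55-fold higher in SUM159, 1.07-fold higher in MDA-MB-231 and 0.915 times its vehicle level in MCF-7 (1.03 times when scaled by library size). The SUM159 values at 20% O2 share 1 vehicle library, over which G2/M genes were also higher at 1% O2 with vehicle (median log2 ratio 1.33). A low level in that library thus cannot be told apart from a rise with MBZ in SUM159. The difference between the MBZ effect at 1% O2 and at 20% O2 was below 0 for 49 of 58 HIF targets, with a median log2 difference of -0.52 (adjusted p = 1.00e-07 from camera, adjusted p = 0.872 with an estimated correlation, adjusted p = 0.995 from fry), and -0.31 without MCF-7. Genes of glycolysis, nearly all of them also HIF targets, had a median difference of -0.52, with 19 of 21 below 0 (adjusted p = 0.000464 from camera, adjusted p = 0.872 with an estimated correlation). Over the 3 lines together, such a difference was not particular to hypoxia genes. Genes of G2/M and mitosis had a median of -0.70, with 40 of 41 below 0, and cholesterol synthesis had -0.32. Extracellular matrix and Table S1 genes went the other way, at 0.55 and 0.51. In SUM159, 99 of 99 Table S1 genes were lower with MBZ at 20% O2 by at least 1 on the log2 scale. The list may have been chosen on these libraries, which would by itself favor such a difference, so it is no independent comparison. The G2/M, cholesterol, extracellular matrix and Table S1 lists also passed with camera at the preset correlation, and none with an estimated correlation. Without SUM159, the HIF target median was -0.57 (adjusted p = 2.145e-07 from camera at the preset correlation). Of the 17 other lists, glycolysis included, 1 then passed, and it went up. Cholesterol synthesis turned to 0.17 and extracellular matrix to -0.014, so the result for the other lists depended on SUM159. No single gene passed for this difference in edgeR or in DESeq2, and 216 genes had an unadjusted p under 0.05 where 928 are expected by chance. NF-kB targets and cytokines were above 0 at 20% O2 for 20 of 21, with a median log2 fold change of 2.08 (adjusted p = 8.30e-19 from camera, adjusted p = 0.0833 with an estimated correlation, adjusted p = 0.0364 from fry), and 13 of them passed adjusted over the list alone. CXCL8, which encodes interleukin 8, was 39.3-fold higher with MBZ at 20% O2 in SUM159, 3.02-fold in MDA-MB-231 and at least 19.5-fold in MCF-7, where the vehicle library had 0 counts. Over all genes, MMP1 rose by a log2 fold change of 4.34 (standard error 0.41, adjusted p = 0.00623 from edgeR) and RND1, a Rho family GTPase, by 2.84 (standard error 0.34, adjusted p = 0.0424 from edgeR), while 1326 genes had an unadjusted p under 0.05 and DESeq2 called 82. Neither MMP1 nor RND1 was called when any of the lines was left out.

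**Figure D1:**
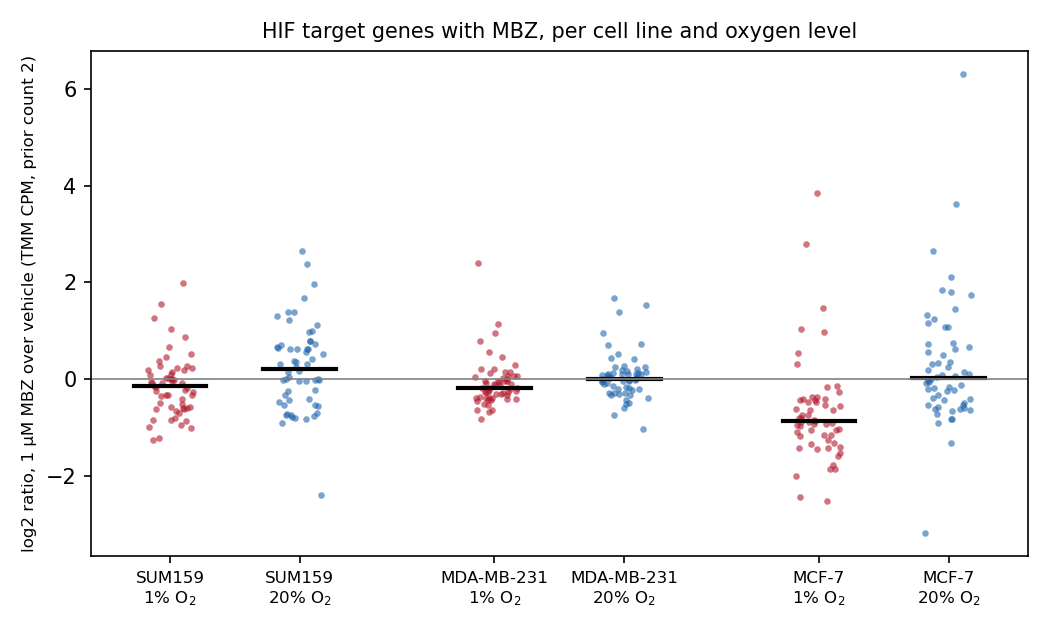
Log2 ratio of 1 μM MBZ to vehicle for each of the 58 HIF targets (points), by cell line and oxygen level, with the median of the list as a bar. At 1% O2 the MCF-7 median is -0.88, and the SUM159 median of -0.15 turns to 0.14 when libraries are scaled by size alone.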

Given that our results show that MBZ only abrogates HIF-dependent gene expression under 1% O_2_ but not 20% O_2_ conditions, we hypothesized that MBZ might directly affect the regulation of HIF expression under hypoxia. HIF-1α, HIF-2α, and, to our surprise, HIF-1β were induced in MCF-7, MDA-MB-231, and SUM159 cells exposed to 1% O_2_ for 48h (Figure 5A–C). Immunoblot assays further revealed that treatment of all three cell lines with MBZ for 48h inhibited HIF-1α, HIF-2α, and HIF-1β protein expression (Figure 5A–C). MBZ treatment of hypoxia-exposed cells caused a less than 10% reduction in HIF-1α, HIF-2α, and HIF-1β mRNA expression, except for HIF-2α expression in MCF-7 cells, which was reduced by 40%, and HIF-1β expression in SUM159 cells, which was reduced by 30% following MBZ treatment (Figure S4a–e).

### 3.6. Mebendazole Decreases HIF Transcriptional Activity In Vivo

Previously, our lab generated a fluorescently tagged MDA-MB-231 cell line that fate-maps cells that have been exposed to intratumoral hypoxia, resulting in a color switch from DsRed to GFP expression [24]. We orthotopically implanted NSG mice with these fluorescently tagged MDA-MB-231 cells and treated the mice with 30 mg/kg MBZ (oral gavage; n = 6) or vehicle control (sesame oil; n = 6) for 36 days. We isolated the primary tumors at the endpoint of the experiment and cryo-sectioned each tumor in order to quantify the percentage of GFP-positive cells. MBZ treatment resulted in a significant decrease in cells exposed to hypoxia (GFP+) within the primary tumor (Figure 6a) with a 27% decrease in tumor size, which was not statistically significant (not shown).

As a second model, we orthotopically implanted a patient-derived xenograft model of triple-negative breast cancer, HCI-001, in NSG mice. After 8 weeks, the primary tumors reached an average volume of ~150 mm^3^. The mice were randomized into two treatment groups with either sesame oil by oral gavage (Con; n = 8) or 30 mg/kg MBZ in a sesame oil gavage (30 mg/kg; n = 9) four times per week. After two weeks of treatment, a portion of the tumor was collected to extract RNA, and a second portion was collected for immunofluorescence staining. HIF-1-dependent CA9 mRNA expression and HIF-2-dependent EPO mRNA expression were both decreased in the tumors collected from MBZ-treated mice (Figure 6b,c). Likewise, immunofluorescent staining, imaging, and quantification of the expression of the HIF-1 inducible gene, CA9, showed a dramatic reduction in tumors from MBZ-treated mice (Figure 6d–f). While MBZ did not reduce tumor growth, we observed a two-fold reduction in lung metastasis in mice treated with 30 mg/kg MBZ compared to those given the vehicle control, as previously reported [16].

## 4. Discussion

Hypoxia induction within solid tumors causes disease progression and remains a key pathway to target when developing cancer therapeutics [30,31]. HIF-1α was identified in 1991, followed by HIF-2. Both are required for regulating over one-thousand genes under hypoxic conditions [31]. HIF-regulated genes are involved in pathways such as angiogenesis, invasion, metabolism, and metastasis [20]. In cancer, the hypoxic-induced HIF expression is linked to resistance to radiation and chemotherapies, and lower overall survival partly due to promoting metastasis [22,32]. Therefore, drugs that offer a chemotherapeutic effect and have the added benefit of killing hypoxic cells would be vital to preventing cancer recurrence.

We have recently been studying the preclinical efficacy of MBZ, a drug used to treat parasitic infections [1], as a prevention or treatment strategy for breast cancer metastasis [15]. MBZ significantly reduced breast metastasis to the lung and abolished metastasis to the liver in three preclinical breast cancer metastasis models [15]. Likewise, MBZ has been shown to have preclinical efficacy in treating pancreatic [3], lung [4,5], thyroid [6], breast [7], colorectal [8], and brain cancer [9,10,11]. In addition, a phase I clinical trial treating adults with high-grade glioma demonstrated that MBZ is safe and tolerable [33]. We and others showed that MBZ decreased cell proliferation through previously described MOA, including tubulin disruption, G2/M cell cycle arrest, and apoptosis [6,15]. We questioned whether there were additional MOAs that promoted the anticancer effect of MBZ.

Our initial RNA sequencing data for estrogen receptor-negative (MDA-MB-231, SUM159) and estrogen receptor-positive (MCF-7) cell lines treated with MBZ showed downregulation of key genes known to be transcriptionally activated by HIFs under hypoxic conditions. 

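With MBZ at 1% O2, most genes printed in Fig. 3 were at least 2-fold above their level in vehicle-treated cells at 20% O2. This held for 37 genes in SUM159, 22 in MDA-MB-231 and 35 in MCF-7, against 34, 28 and 36 in vehicle-treated cells at 1% O2. Taken against the 20% O2 library with MBZ instead, 33, 18 and 30 genes were at least 2-fold higher with MBZ in the same order. The median fold over the 20% O2 vehicle library was 6.09 with MBZ and 5.64 with vehicle in SUM159, 2.22 and 2.39 in MDA-MB-231, and 3.08 and 8.97 in MCF-7. For the HIF target list, the median log2 ratio of 1% O2 with MBZ to 20% O2 with vehicle was 1.8 in SUM159, 0.65 in MDA-MB-231 and 1.27 in MCF-7. CA9 was 284-fold above the 20% O2 vehicle level in SUM159 (95% interval 195 to 430), 21.3-fold in MDA-MB-231 (10.6 to 50.0) and 137-fold in MCF-7 (37.4 to 1135). NDRG1 was 80.1-fold, 4.12-fold and 18.8-fold above it in the same order, and BNIP3 12.1-fold, 2.88-fold and 4.90-fold. P4HA1, a collagen prolyl hydroxylase, was 11.8-fold higher at 1% O2 with vehicle and 5.87-fold higher with MBZ in SUM159, and 4.75-fold and 2.14-fold higher in MCF-7. SLC2A1, a glucose transporter, was 1.95-fold higher with vehicle and 1.35-fold higher with MBZ in MCF-7. PPFIA4, a liprin, was 161-fold and 152-fold higher in SUM159 (a ratio of MBZ to vehicle of 0.943 that turns to 1.17 when scaled by library size), 16.6-fold and 8.05-fold in MDA-MB-231, and 64.6-fold and 24.5-fold in MCF-7. STC1, a secreted glycoprotein hormone, was 4.1-fold higher with vehicle and 23.3-fold higher with MBZ in SUM159. These folds compare single libraries, so they carry no error between cultures.

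**Figure D2:**
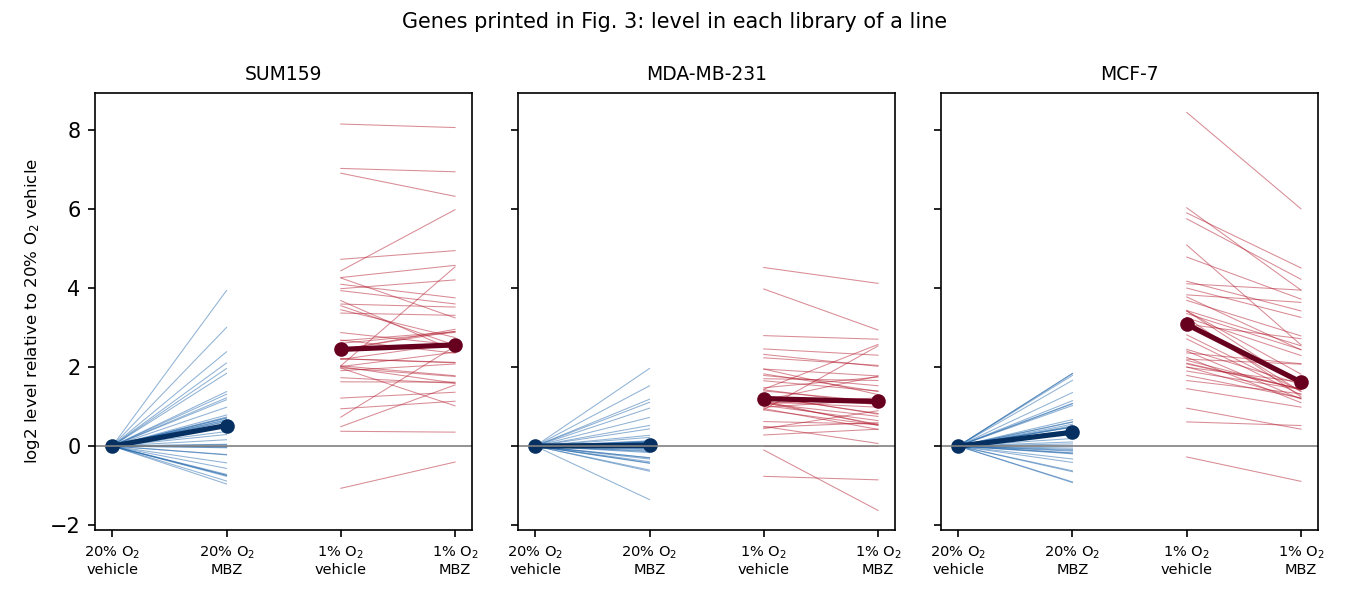
Log2 level of each gene printed in Fig. 3 relative to the 20% O2 vehicle library of its line (thin lines join vehicle and MBZ at 1 oxygen level), with the medians as large points. At 1% O2 with MBZ the medians are 2.56 in SUM159, 1.13 in MDA-MB-231 and 1.62 in MCF-7, all above 0.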

RNA sequencing of cells exposed to 20% or 1% O_2_ conditions in the presence or absence of MBZ demonstrated that MBZ prevents the upregulation of a 42-gene hypoxia signature specific to breast cancer cells when exposed to hypoxia. Additionally, in all three cell lines, MBZ treatment prevented the induction of HIF-responsive genes and their subsequent protein expression and hypoxia-dependent transcriptional activity. Mice treated with 30 mg/kg MBZ had a reduction in HIF-dependent transcriptional activity in their tumors and a decrease in the population of viable cells exposed to hypoxia (GFP + cells). Furthermore, MBZ treatment resulted in decreased lung metastasis. This is in line with our previous findings using the hypoxia fate-mapping approach, where we demonstrate that cells that experience hypoxia in the primary tumor (GFP+) are more likely to contribute to lung metastasis, as compared to cells that were never exposed to hypoxia (DsRed+) [22]. Taken altogether, in addition to the previously recognized MOA that defines the therapeutic efficacy of MBZ, we find that it reduces the transcriptional activity of HIFs, whose gene products are well known to be required for metastasis [34].

It is well established that increased protein synthesis and decreased protein degradation lead to increased HIF-1α and HIF-2α protein levels in many cancers [35]. Additional experiments are required to determine whether MBZ decreases HIF expression under hypoxia via the PHD-VHL-proteasome pathway. For example, testing whether MG132, a proteasome inhibitor, prevents the MBZ-dependent decrease in HIF expression would provide additional mechanistic insight. On the other hand, MBZ could decrease the rates of HIFα protein synthesis or translation. Likewise, the lysosomal degradation of HIF-1α could occur [36].

In addition to regulating HIF-1α and HIF-2α, we find that HIF-1β is also decreased under hypoxic conditions in the breast cancer cell lines we assessed. However, the overall contribution of the decrease in HIF-1β levels caused by MBZ treatment to preventing an HIF-dependent transcriptional activity under hypoxia is also unknown. HIF-1β is often thought to be constitutively expressed [37], but its induction following hypoxia has been previously reported [38].

## 5. Conclusions

Our data warrant further elucidation of the exact mechanism by which MBZ affects HIF regulation. 

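HIF-regulated genes were lower with MBZ at 1% O2 by more in the estrogen receptor-positive line than in the others for some members, while for others SUM159 was as low as MCF-7. ESR1, the estrogen receptor gene, was at 153 to 201 CPM in the MCF-7 libraries, had 0 counts in MDA-MB-231 and reached at most 0.914 CPM in SUM159. GATA3, a luminal transcription factor, was at 620 CPM or more in MCF-7 and at 18.8 CPM or less in the other lines, while VIM, which encodes vimentin, was at 3.67 CPM or less in MCF-7 and at 739 CPM or more in the others. ANKRD37, a HIF-1 target, was 0.269 times its vehicle level with MBZ at 1% O2 in MCF-7 (95% interval 0.212 to 0.339), 1.11 times in MDA-MB-231 (0.903 to 1.37) and 1.38 times in SUM159 (1.16 to 1.64). PFKFB4, a regulator of glycolysis, was at 0.395 times in MCF-7, 0.777 times in MDA-MB-231 and 1.17 times in SUM159. HK2, a hexokinase, was at 0.573 times in MCF-7 and 0.516 times in SUM159, but 1.15 times in MDA-MB-231. The glucose transporter gene SLC2A1 followed HK2, at 0.692 times in MCF-7, 0.614 times in SUM159 and 1.08 times in MDA-MB-231. EGLN3, a HIF prolyl hydroxylase, was at 0.537 times in MCF-7, 0.939 times in MDA-MB-231 and 0.788 times in SUM159. Scaling by library size would bring this SUM159 value close to the vehicle level. For glycolysis genes the median log2 ratio was -0.80 in MCF-7, -0.05 in MDA-MB-231 and -0.33 in SUM159 (-0.02 when scaled by library size). Across 9582 genes, which are not independent replicates, the log2 ratios of MBZ to vehicle at 1% O2 had a Pearson correlation of 0.233 between MDA-MB-231 and MCF-7, 0.182 between SUM159 and MCF-7 and 0.036 between SUM159 and MDA-MB-231. Differences between lines were not tested. Receptor status cannot be told apart from the line itself, and SUM159 was treated for 72 h against 48 h for the others.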

The ability of MBZ to reduce HIF-regulated gene expression in both estrogen receptor-positive (MCF-7) and estrogen receptor-negative (MDA_MB-231/SUM-159) cells adds to the versatility of MBZ [39] as an agent that reduces tumor growth and prevents metastatic disease. Patients with cancer are likely to benefit not only from the chemotherapeutic-like properties of MBZ treatment but from the prevention of the chemoresistant phenotype of hypoxic cancer cells.

## Figures and Tables

**Figure 1:**
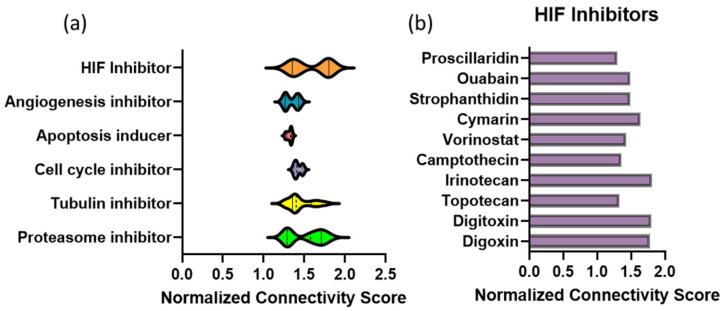
Connectivity map analysis of transcriptional profile changes caused by MBZ treatment uncovers a novel link to hypoxia-inducible factor (HIF) inhibitors. (**a**) CLUE query from the Broad Institute. Normalized connectivity scores of inhibitors and inducers based on the top 100 differentially expressed genes decreased in both MDA-MB-231 and SUM159 cells treated with MBZ in vitro based on RNA sequencing data. Violin plot of highest connectivity score for the classes of perturbations indicated. Proteasome inhibitors (n = 14), cell cycle inhibitors (n = 3), apoptosis inducers (n = 5), angiogenesis inhibitors (n = 4), HIF-1α inhibitors (n = 6), and tubulin inhibitors (n = 17). (**b**) Bar graph of specific normalized connectivity scores for HIF-1α inhibitors shown in (**a**).

**Figure 2:**
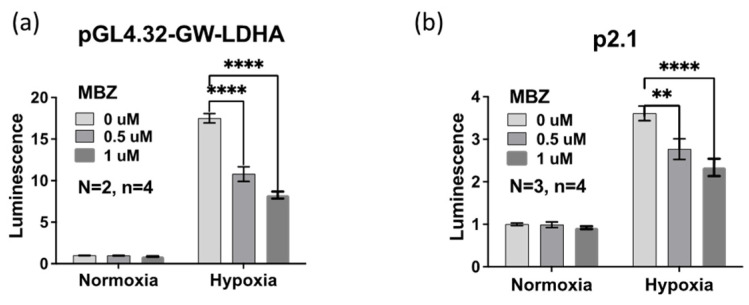
Mebendazole decreases the transcriptional activity of HIFs. (**a**,**b**) MDA-MB-231 cells were transfected with either the pGL4.32-GW-LDHA reporter plasmid (**a**) or the p2.1 reporter plasmid (**b**). The cells were exposed to 20% O_2_ (normoxic) or 1% O_2_ (hypoxic) conditions followed by 48 h of treatment with MBZ (0.5 μM and 1 μM) or DMSO as vehicle control. Firefly fluorescence was normalized to Renilla luciferase luminescence reporter assay. Mean ± SEM; n = 2 independent experiments with n = 4 technical replicates. *p*-values refer to one-way ANOVA test ** < 0.01 or **** < 0.0001.

**Figure 3:**
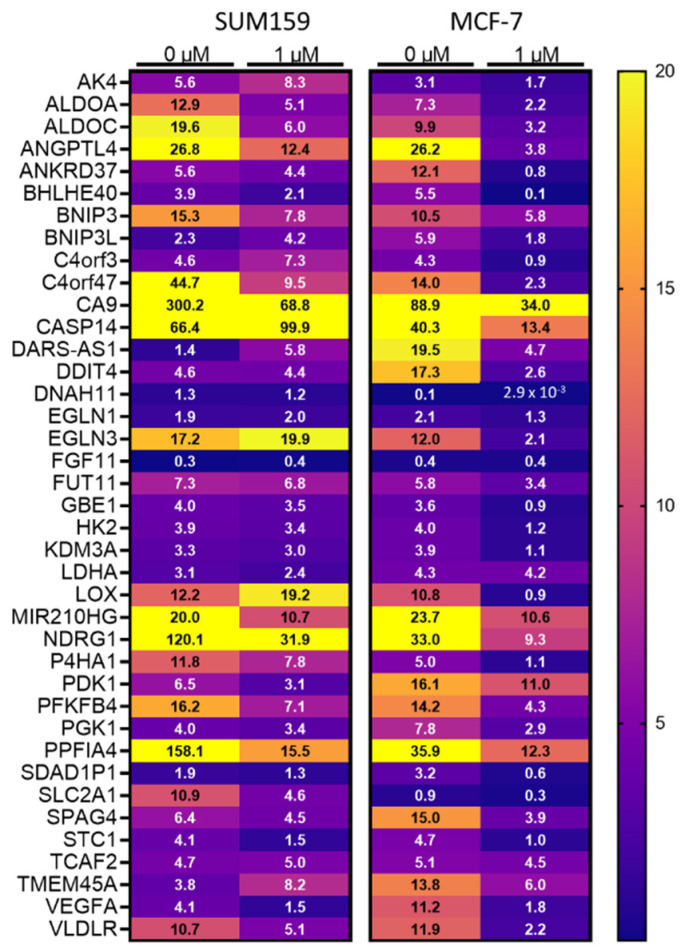
Mebendazole decreases HIF-dependent gene transcription under hypoxic conditions. Fold change in gene expression for each gene in the 42-gene hypoxia signature in SUM159 (**left**) or MCF-7 (**right**) cells treated with DMSO or 1 μM MBZ under 1% O_2_ versus 20% O_2_ conditions.

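The fold with MBZ depends on the 20% O2 library it is taken against, because several of these genes were higher with MBZ at 20% O2. Taken against the 20% O2 library with MBZ, the median fold of the printed genes was 5.09 in SUM159 and 2.82 in MCF-7, and it was smaller than the fold with vehicle for 29 of 39 genes in SUM159 and 37 of 39 in MCF-7, with 0.1 CPM added to each level. In SUM159, 10 of these 29 genes were not lower with MBZ at 1% O2 itself (20 when scaled by library size), and in MCF-7 0 of the 37 (2 when scaled by library size). At 20% O2, 25 of the printed genes were higher with MBZ than with vehicle in SUM159 and 26 in MCF-7. The median log2 change of the fold with MBZ was -0.33 in SUM159 and -1.22 in MCF-7, and -0.06 (0.26 when scaled by library size) and -0.89 when both folds were taken against the 20% O2 vehicle library. In MDA-MB-231, 29 of 38 genes had a smaller fold with MBZ, with a median fold of 1.86 and a median log2 change of -0.25. CA9 in SUM159 had a fold of 69.5 with MBZ (95% interval 58.6 to 83.0), with 8764 counts at 1% O2 and 135 at 20% O2. In MCF-7 its fold with MBZ was at least 113, from 227 counts over a floor of 3. ANGPTL4 in SUM159 went from a fold of 27.3 with vehicle to 12.6 with MBZ, with 157 counts at 1% O2 with vehicle and 552 with MBZ. VEGFA in SUM159 went from 4.09 to 1.47, at 1662 CPM with vehicle and 1396 with MBZ under 1% O2, a ratio of 0.840 that turns to 1.05 when scaled by library size. In MCF-7, BHLHE40, a transcriptional repressor induced by hypoxia, went from 5.14 to 1.19, with a level at 20% O2 that was 3.58-fold higher with MBZ and a level at 1% O2 that was 0.827 times vehicle. LDHA in MCF-7 had a fold of 4.2 with MBZ, with a level of 0.648 times vehicle at 20% O2 and 0.643 times at 1% O2. DNAH11, a dynein heavy chain, had 13 to 31 counts in the MCF-7 libraries and a fold of 0.814 with vehicle (0.434 to 1.49) and 1.03 with MBZ (0.466 to 2.19), so no difference was detectable at this depth.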

**Figure 4:**
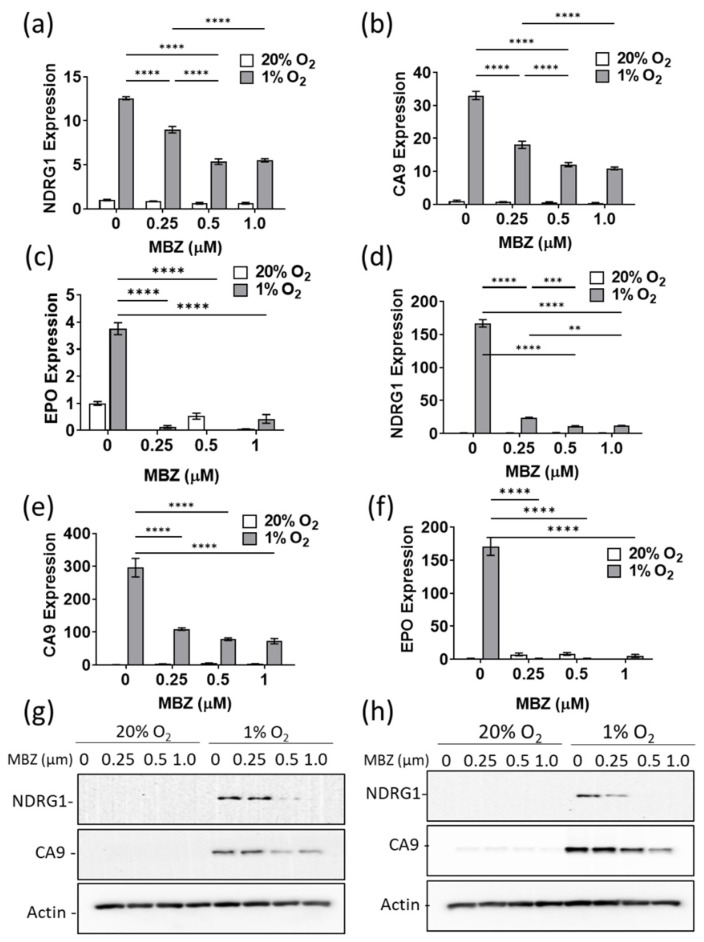
Mebendazole decreases HIF-inducible gene products in a dose-dependent manner. (**a**–**f**) Relative expression of NDRG1, CA9, and EPO measured by real-time-qPCRs of cDNA in MDA-MB-231 (**a**–**c**) and SUM159 (**d**–**f**) cells treated for 48 h with MBZ (0.25 μM, 0.5 μM, and 1 μM) or DMSO (vehicle control) exposed to 20% O_2_ or 1% O_2_. Mean ± SEM; n = 3 independent experiments and n = 3 technical replicates. *p*-values refer to one-way ANOVA test ** < 0.01,*** < 0.001,**** < 0.0001. (**g**,**h**) NDRG1 and CA9 protein expression were analyzed with an immunoblot assay using lysate extracted from MDA-MB-231 (**g**) and SUM159 (**h**) cell lines treated with increasing doses of MBZ as indicated. See Supplementary S1 for uncropped blots for (**g**,**h**).

**Figure 5:**
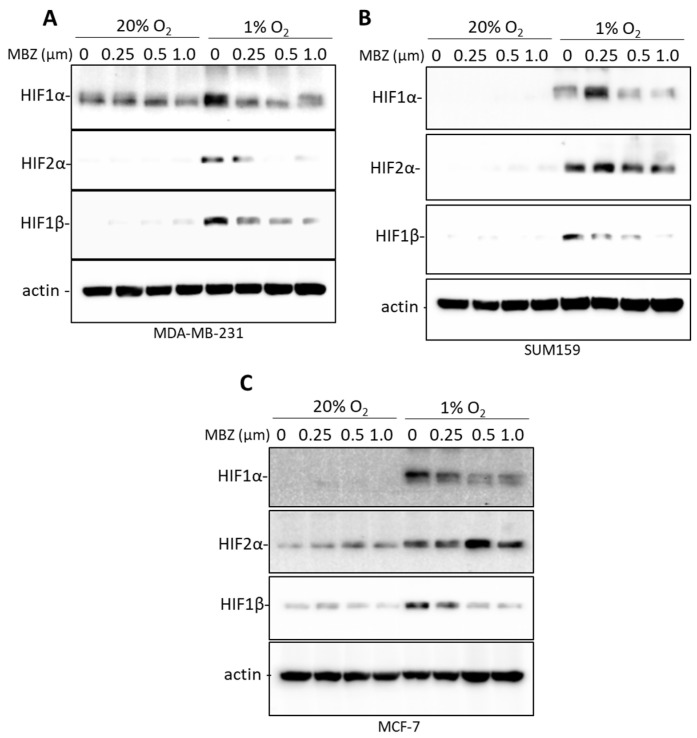
Mebendazole decreases the induction of HIF-1α, HIF-2α, and HIF-1β under hypoxic conditions. (**A**–**C**) HIF-1α, HIF-2α, and HIF-1β protein expression was analyzed with an immunoblot assay using lysate extracted from MDA-MB-231 (**A**), SUM159 (**B**), and MCF-7 (**C**) cells treated with increasing doses of MBZ as indicated. See Supplementary S1 for uncropped blots for this figure.

**Figure 6:**
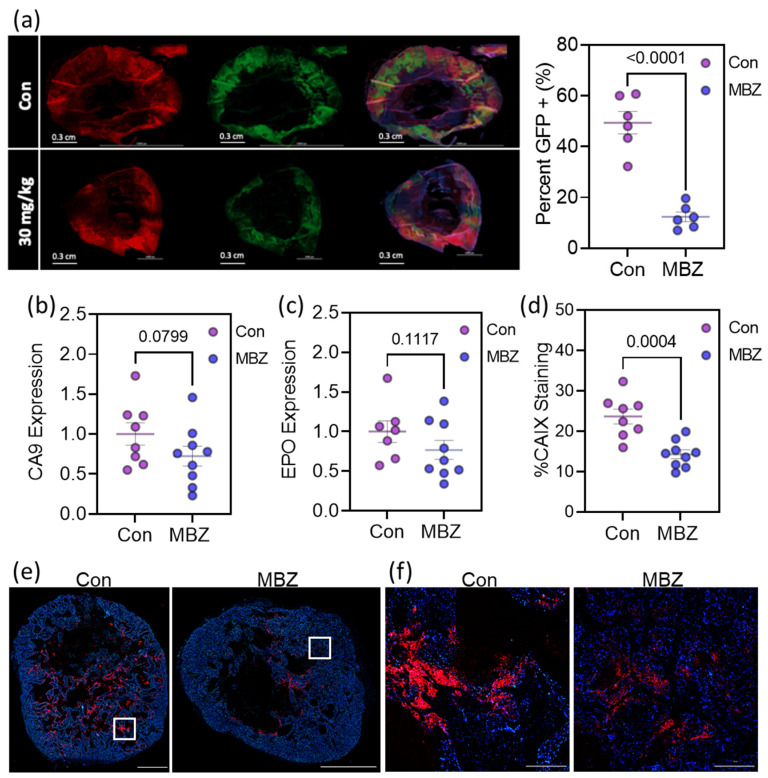
Mebendazole decreases HIF transcriptional activity in vivo. (**a**) Representative fluorescent image of full cross-sections of orthotopic mammary tumors derived from MDA-MB-231 hypoxia fate-mapping cells treated with sesame oil as vehicle control (n = 6) or 30 mg/kg of MBZ (n = 6) via oral gavage. The percentage of GFP expression in the tumors is graphed for each tumor on the right. (**b**–**d**) NSG mice were orthotopically implanted with a patient-derived xenograft model of triple-negative breast cancer, HCI-001. The mice were randomized and treated with sesame oil as a vehicle gavage (Con, n = 8) or 30 mg/kg MBZ in a sesame oil gavage (30 mg/kg; n = 9) four times per week. (**b**,**c**) Total RNA was isolated from tumor tissue and analyzed with RT-qPCR using primers specific for CA9 (**b**) or EPO (**c**) mRNA expression. The results were normalized to the mean value for tumors from vehicle-treated mice. *p*-values are indicated. (**d**–**f**) CA9 was immunofluorescently labeled and quantified for each tumor (**d**). Representative fluorescent images of sections of tumors stained for CA9 and quantified in (**d**) with scale bar = 3 mm (**e**). Enlarged insets shown in white are displayed in (**f**) with a scale bar = 300 µm. See Supplementary S2 for staining and imaging of each tumor as well as a methodology for quantification. Note: One sample measured for EPO mRNA expression had a result of not detected by real-time PCR, causing the control group to consist of seven replicates rather than 8.

## Data Availability

RNA sequencing data are available using GEO database accession number GSE222702.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cancers15041330/s1. Figure S1: The transcriptional profile following MBZ treatment is similar across six cancer cell lines and includes HIF inhibitors; Figure S2: Mebendazole decreases the hypoxia-induced expression of the 42-gene hypoxia breast cancer signature in MDA-MB-231 cells; Figure S3: Mebendazole reduces the expression of HIF-inducible gene products in a dose-dependent manner; Figure S4: Mebendazole does not significantly alter the mRNA expression of the HIF1, EPAS/HIF-2α, or ARNT/HIF-1β genes; Table S1: Top 100 differentially decreased genes following MBZ treatment in MDA-MB-231 and SUM159 cells used for the clue.io query; Supplementary S1: Uncropped immunoblots for Figure 4g,h, Figure 5, and Figure S3c; Supplementary S2: PDX tumors stained for CA9 and quantified using Image J as presented in Figure 6D.

How the deposited data were processed for this re-analysis (not part of the article)

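RNA sequencing was measured in 12 libraries, 1 for each combination of 3 breast cancer cell lines (SUM159, MDA-MB-231 and MCF-7), 20% O2 or 1% O2, and vehicle or 1 μM MBZ. The labels give 72 h for SUM159 and 48 h for the other lines. The authors mapped reads to GRCh38 with STAR (version 2.5), counted them with HTSeq (version 0.6.1, union mode) and used edgeR (version 3.16.5) with an adjusted p under 0.005 and an absolute log2 fold change over 1. The files hold whole-number counts per Ensembl gene (58735 genes), at 17212407 to 24239981 counts per library (median 18783720). No pair of libraries was a duplicate. Correlations between libraries of a line ranged from 0.78 to 0.934 over 18 pairs.

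Analyses used R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. Genes with at least 10 counts in at least 3 libraries were kept (18566). Counts were normalized by TMM and fitted with edgeR's robust quasi-likelihood model on all 12 libraries, with the cell line as a block and the 4 combinations of oxygen and treatment as groups. The contrasts were 1% O2 against 20% O2 with vehicle, MBZ against vehicle at 1% O2 and at 20% O2, and the difference between these MBZ effects. The threshold was a Benjamini-Hochberg adjusted p under 0.05. Because the spread is that between lines, the test asks for a change shared by the lines, and no line was tested alone. Within a line, each gene has the ratio of TMM-normalized CPM with an exact binomial 95% interval, which covers counting error only, and each list has the median log2 ratio with a prior count of 2 and its percentile among 10000 random lists drawn within 20 bins of mean expression. Against a library with 0 counts, the ratio is a bound at 3 counts per library.

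Gene lists were fixed before the data were examined: HIF targets, glycolysis, mitochondrial respiration, G1/S and DNA replication, G2/M and mitosis, p53 targets, ATF4 targets, endoplasmic reticulum chaperones, cholesterol synthesis, interferon-stimulated genes, NF-kB targets and cytokines, SRF and YAP targets, alpha and beta tubulins, extracellular matrix, estrogen response, luminal epithelial and mesenchymal markers, and the query genes of Table S1. These were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry. Adjustment was over the lists within a contrast. The genes printed in Fig. 3, the genes the text names and the HIF machinery were described without a test. The values of Fig. 3, which come from these libraries, and those of the text had been seen when the HIF target list was written, so that list was not blind to the data. Genes named are those the paper's text or Fig. 3 gives, members of the lists, up to 12 genes per direction past the threshold in each contrast, and, without a test, the 10 largest changes per direction in each line among genes with at least 50 counts in the higher library.

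The alternatives were relative log expression factors, library size only, DESeq2, no filter, at least 10 counts in all 12 libraries, no block for the line, the paper's thresholds, each line left out in turn, only the 6 libraries compared, an estimated correlation, the HIF list without the genes of Fig. 3, prior counts of 0.5 and 10, and the 20% O2 vehicle library as the base of the fold with MBZ. The test was tested on simulated data: of 200 genes changed in copies of the counts for MBZ at 1% O2, 50 per size, it called 4% at a 2-fold change, 76% at 4-fold, 90% at 8-fold and 96% at 16-fold, with 9 calls among the unchanged genes. A list shifted by -0.5 came back with a median of -0.44, and 1 of 17 other lists was called. The shares called and the list result hold for the simulated data only. The list result does not show that the preset correlation suits the real counts, where no list passed with an estimated correlation. With the real counts, 0 genes passed for 1% O2 in vehicle. CA9, for example, had log2 ratios there of 8.15 in SUM159, 4.52 in MDA-MB-231 and 8.45 in MCF-7. A low number of calls is thus no evidence that few genes changed by a large amount. Left out were the real-time PCR, immunoblot, reporter and mouse experiments and the connectivity map, which have no file here, and the other RNA sequencing series behind Table S1.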

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

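The tests of the interferon-stimulated genes were chosen after the result was seen. The differences between lines given here were not tested. SUM159 was treated for 72 h and the other lines for 48 h, so line and time cannot be told apart where SUM159 is compared.

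Interferon-stimulated genes, which cells switch on in response to interferon, differed between lines with MBZ at 20% O2: the median log2 ratio was 6.23 in MCF-7 and -0.64 in SUM159 (-0.37 with library size only), a gap of 6.88, with 0.45 in MDA-MB-231, while at 1% O2 it was 5.38, 0.88 and 0.37 in the same order. In MCF-7, IFIT1 went from 13 to 14810 counts at 20% O2 and from 3 to 3606 at 1% O2, and STAT1 was 7.92-fold and 5.51-fold higher. The scaling of the libraries is argued against, since over 3 scalings and both oxygen levels the lowest MCF-7 median was 5.38, and RNA of the other lines is argued against by their abundant mesenchymal markers CAV1, CD44 and VIM (at least 50 CPM in all 8 of their libraries), which reached at most 9.67% of the other lines' lowest level in the MCF-7 MBZ libraries, where the list's members reached at least 16.8% of the other lines' highest level and 11 of 22 exceeded it by more than 1.5 times. A response of MCF-7 to MBZ may account for the pattern, as a hypothesis only: the lower of the medians at the 2 oxygen levels, whose libraries are not shared, was 5.38, a value already seen when the test was chosen.

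NF-kB targets and cytokines, which the paper does not discuss, were above vehicle with MBZ in every line: the lowest line median was 1.42 at 1% O2 and 1.46 at 20% O2, both in MCF-7. CXCL1 was 9.95-fold higher in SUM159 and 11.6-fold in MDA-MB-231 at 1% O2, and IL6 24.7-fold and 5.29-fold. Both had 0 counts in the MCF-7 vehicle libraries at both oxygen levels. Genes of G2/M and mitosis moved in opposite directions with MBZ at 20% O2, with a gap of 3.86 between SUM159 (2.42) and MCF-7 (-1.44). In SUM159 this list was also higher at 1% O2 than at 20% O2 with vehicle (1.33). A low level in the SUM159 20% O2 vehicle library thus cannot be told apart from an effect of MBZ. For G1/S and DNA replication the gap with MBZ at 20% O2 was 2.67, between SUM159 (1.17) and MCF-7 (-1.50). Cholesterol synthesis differed at 1% O2 in vehicle by 1.72, between SUM159 (1.2) and MDA-MB-231 (-0.52). Extracellular matrix genes differed there by 1.34, between MCF-7 (0.64) and SUM159 (-0.70). ATF4 targets, part of the amino acid stress response, differed with MBZ at 1% O2 by 1.1, between MCF-7 (0.53) and SUM159 (-0.57, or -0.25 with library size only).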

How the results depend on the processing

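All alternatives here were set before the data were examined, and for none was the cause of a change tested, except where fewer genes, fewer libraries or a stricter threshold is the change itself. The median of the HIF target list kept its direction under each alternative run on lists (not DESeq2 or the paper's thresholds, nor, for the interaction, only the 6 libraries compared) for 1% O2 in vehicle (1.25 to 2.03), for MBZ at 1% O2 (-0.60 to -0.24) and for the oxygen by MBZ interaction (-0.62 to -0.31), and stayed past the threshold except with an estimated correlation, where the same medians (1.64, -0.43 and -0.52) had adjusted p = 0.0829, 0.664 and 0.872 with an estimated correlation (0.0237, 0.722 and 0.995 from fry). For MBZ at 20% O2 it lay between -0.03 and 0.17 and did not pass. In SUM159 alone, the HIF list at 1% O2 went from -0.15 to 0.14 with library size only. Counts of genes moved with the tool and the filter: for 1% O2 in vehicle 104 with DESeq2, 600 with no filter and 8 with at least 10 counts in all 12 libraries (0 otherwise); for MBZ at 1% O2 28, 246 and 0; for MBZ at 20% O2 82, 326 and 0; and for the interaction 36 with no filter. For MBZ at 1% O2 the count was 0 with the paper's thresholds, with library size only and without any of the lines, and 2 with only the 6 libraries compared; for MBZ at 20% O2 it was 0 with the paper's thresholds, without any of the lines and with only the 6 libraries. With no block for the cell line, which pairs the libraries of a line, the counts for MBZ were 0 and 0, and the HIF list median at 1% O2 was -0.42 with MBZ against -0.43 with the block.

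Of the 17 other lists, 10, 9, 6 and 5 passed in the 4 contrasts, and 0 in each with camera at an estimated correlation. Leaving out a line gave 5 (without MCF-7) to 10 for MBZ at 1% O2, and 1 (without SUM159) to 9 (without MCF-7) for the interaction. Lists that turned direction, with their range over the lines left out, were, at 1% O2 in vehicle, cholesterol synthesis (-0.51 without SUM159 to 0.47), extracellular matrix (-0.47 to 0.24 without SUM159) and Table S1 genes (-0.68 to 0.023 without SUM159); for MBZ at 1% O2, p53 targets (-0.12 without MCF-7 to 0.99); for MBZ at 20% O2, G2/M (-0.91 without SUM159 to 1.01), G1/S (-1.0 to 0.51 without MCF-7, and 0.050 with library size only), p53 targets (-0.013 without MCF-7 to 0.96) and interferon-stimulated genes (-0.18 without MCF-7 to 3.62); and for the interaction, G1/S (-0.58 to 0.35 without SUM159), cholesterol synthesis (-0.79 to 0.17 without SUM159) and extracellular matrix (-0.014 without SUM159 to 0.94). Of 208 single-gene values, 33 passed with DESeq2 that did not in edgeR. Depth limits EPO, with at most 3 counts in a library, and CA9 at 20% O2 in MCF-7, with 2 and 0 counts.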

Differences from the paper's values

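The values printed in Fig. 3 were read by eye, and the scale of the MCF-7 panel was examined after its values were seen. For SUM159 they lie within 10% or 0.1 of the count ratios for 76 of 76 values, with the 20% O2 MBZ library as the base of the fold with MBZ. For MCF-7, 77 of 77 lie within 10% or 0.1 of the square of the log2 ratio, and 37 of 77 of the ratio itself. CA9 with vehicle, for example, is about 89 in Fig. 3, where the count ratio is 746 and its squared log2 is 91.1, and BHLHE40 with MBZ is about 0.1 in Fig. 3, where the ratio is 1.19 and its squared log2 is 0.0616. On this scale no printed value differed by more than 1.5 times and more than its counting interval. With the 20% O2 vehicle library as the base instead, an alternative set before the data were examined, 24 of 39 values with MBZ differed in SUM159 and 19 of 39 in MCF-7, and with library size only, 0 and 1.

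The paper gives changes of HIF mRNA with MBZ at 1% O2 in its text, for an assay the text does not name (Fig. S4). The counts come from 1 library per condition and line, treated for 72 h in SUM159 and 48 h in the others. Whether a value differs was judged with counting intervals, which leave out the spread between cultures. The differences below thus do not show that the paper's values are wrong. For EPAS1 (HIF-2α) in MCF-7 the paper's value is a reduction by 40%, and the counts give a reduction of -1260%, that is a 13.6-fold higher level (19 and 285 counts). With library size only it is -1444%, which also differs. For ARNT (HIF-1β) in SUM159 the paper's value is 30% and the counts give 48.9%; with library size only it is 36.3% and does not differ. For ARNT in MCF-7 the paper gives less than 10% and the counts give 35.1%, and 26.3% with library size only, which also differs. For HIF1A (HIF-1α) in MDA-MB-231 the paper gives less than 10% and the counts give 22.4%, and 22.9% with library size only, which also differs. The reduction of ARNT in MDA-MB-231 (9.98%) lies within the paper's bound. HIF1A in SUM159 and MCF-7 (1.15 and 1.32 times vehicle) and EPAS1 in SUM159 and MDA-MB-231 (1.19 and 1.59 times) were above vehicle, and lie within the paper's bound only because it limits a reduction and not an increase.

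The paper states that the hypoxic signature was lower overall with MBZ in every line. Of the genes printed in Fig. 3, 39 were lower with MBZ at 1% O2 in MCF-7 and 29 of 38 in MDA-MB-231, which go the same way, and 22 of 39 in SUM159, with a median log2 ratio of -0.06. With library size only, an alternative set before the data were examined, 10 of 39 were lower in SUM159 and the median was 0.26. Taken as the ratio of 1% O2 to 20% O2 within a treatment, 29 of 39 were smaller with MBZ in SUM159. The paper also states that MBZ prevents the signature's upregulation under hypoxia. At 1% O2 with MBZ, 37 of 39 genes in SUM159, 22 of 38 in MDA-MB-231 and 35 of 39 in MCF-7 were at least 2-fold above the 20% O2 vehicle level, against 34, 28 and 36 without MBZ. Taken against the 20% O2 library with MBZ, the base that the printed values of Fig. 3 follow, 33, 18 and 30 genes were at least 2-fold higher. Counts at a 2-fold cut leave out the size of the induction. In MCF-7 the median fold over the 20% O2 vehicle level was 8.97 with vehicle and 3.08 with MBZ. It was 2.39 and 2.22 in MDA-MB-231, and 5.64 and 6.09 in SUM159.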

Other observations

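The tests of the Fig. 3 scale, of the Table S1 genes and of the SUM159 ratios were chosen after the results were seen, and those of gene detection and of other splits before.

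In MCF-7, p53 targets were above vehicle with MBZ, with a median log2 ratio of 1.94 at 1% O2 and 1.89 at 20% O2, against -0.19 and 0.02 in SUM159 (0.13 and 0.21 with library size only) and 0.09 and 0.05 in MDA-MB-231. CDKN1A, a cell cycle inhibitor, was 12.7-fold higher in MCF-7 at 1% O2 and 20.3-fold at 20% O2, MDM2, which degrades p53, 6.06-fold and 5.48-fold, and TP53I3 9.04-fold and 4.76-fold. Proliferation genes were lower there: MKI67 was at 0.201 and 0.280 times vehicle, and UBE2C, a ubiquitin enzyme of mitosis, at 0.153 and 0.209 times. Over the lines the p53 list had a median of 0.56 at 1% O2 and 0.58 at 20% O2 (adjusted p = 0.664 and 0.976 with an estimated correlation).

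In SUM159 with MBZ at 20% O2, CCNB1 was 7.48-fold and MKI67 5.35-fold above vehicle, while FN1 (fibronectin) was at 0.139 times and APOE at 0.0300 times vehicle. These ratios share 1 vehicle library, over which G2/M genes were also higher at 1% O2 with vehicle (median log2 ratio 1.33). Extracellular matrix genes had a median log2 ratio with MBZ at 20% O2 of -1.49 in SUM159, -0.23 in MDA-MB-231 and 0.33 in MCF-7. Over the lines the median was -0.57 (adjusted p = 0.00132 from camera, adjusted p = 0.976 with an estimated correlation). At 1% O2 with vehicle, CHI3L1, a secreted glycoprotein, went from 7603 to 22 counts and SAA1, an acute-phase protein, from 6783 to 9. Across 9582 genes, which are not independent replicates, the MBZ ratios at 1% O2 and 20% O2 had a Pearson correlation of 0.207 in SUM159, 0.765 in MDA-MB-231 and 0.75 in MCF-7. In MDA-MB-231, EGR1, an immediate early gene, was 15.0-fold higher with MBZ at 1% O2 and 6.34-fold at 20% O2.

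Other lists, over the 3 lines, are given as the median log2 fold change for 1% O2 in vehicle, MBZ at 1% O2 and MBZ at 20% O2, and none passed with camera at an estimated correlation. With fry, 5 of 72 list tests passed: HIF targets, glycolysis and estrogen response (adjusted p = 0.0384) at 1% O2 in vehicle, estrogen response with MBZ at 1% O2 (adjusted p = 0.0117) and NF-kB targets with MBZ at 20% O2. Cholesterol synthesis had 0.13, -0.46 and -0.14, interferon-stimulated genes -1.07, 1.57 and 1.45, and G1/S -0.55, -0.37 and -0.14. Alpha and beta tubulins had 0.28, 0.11 and -0.06, where camera's direction was down and up for MBZ. Mesenchymal markers had 0.59, 0.06 and 0.40, luminal epithelial markers -0.04, -0.05 and 0.07, and estrogen response genes -0.27, 0.29 and 0.17. Mitochondrial respiration had -0.03, -0.01 and 0.04, endoplasmic reticulum chaperones -0.14, 0.05 and 0.15, ATF4 targets -0.04, 0.02 and 0.12, and SRF and YAP targets 0.17, -0.16 and 0.17, with camera's direction opposite to the median for ATF4, for SRF and YAP and for extracellular matrix genes (0.04) with MBZ at 1% O2, and for luminal markers at 1% O2 in vehicle and with MBZ at 20% O2. The HIF machinery had line medians of 0.19, -0.15 and -0.03 with MBZ at 1% O2 in SUM159, MDA-MB-231 and MCF-7, and with library size only SUM159 moved to 0.51 and MCF-7 turned to 0.15.

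The smaller ratio of 1% O2 to 20% O2 with MBZ in SUM159 may come from the base of the ratio. The 39 genes printed in Fig. 3 had a median log2 ratio of MBZ to vehicle of 0.52 at 20% O2 (0.80 with library size only), as a higher level in the 20% O2 MBZ library predicts. This value is itself a part of the change in the ratio, so it shows where the change lies and is no independent test. A low level in the 20% O2 vehicle library would give the same value. A lower level in the 1% O2 MBZ library could not be decided, since the median there was -0.06 with TMM, -0.11 with relative log expression factors and 0.26 with library size only. A candidate explanation for the MCF-7 values of Fig. 3 is that the printed value is the square of the log2 ratio, which 77 of 77 values met. The Table S1 genes, which the paper attributes to another series, were lower with MBZ at 20% O2 by at least 1 on the log2 scale in SUM159 for 99 of 99 genes (highest -1.03; 71 of 99 with library size only, where all 99 were lower), and for 8 of 99 in MDA-MB-231, with medians of -1.59 and -0.41. The list may thus have been chosen on these SUM159 libraries, or on others that share their reads or cultures, and its direction in SUM159 at 20% O2 is then not independent evidence.

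More genes had at least 10 counts with MBZ than with vehicle in all 6 pairs of libraries. Library size is argued against, since this held in 6 of 6 pairs after thinning every library to 17212407 counts. A few genes taking most of the counts are argued against too, since it held in 6 of 6 pairs after the 100 highest genes were taken out. No biological explanation was tested.

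The 6 libraries of a contrast can be split in 10 ways and those of the interaction in 4, the real split included here and in the counts below, which is too few for a share under 0.05. For 1% O2 in vehicle, 10 of 10 splits called at least the real 0 genes (highest other 13), and 1 of 10 had a HIF list median as large as the real 1.64 (highest other 1.4). For MBZ at 1% O2, 1 of 10 called as many as the real 1 gene (highest other 0), and 3 of 10 had a HIF median as large in size as the real -0.43 (highest other 1.07). For MBZ at 20% O2, 1 of 10 called as many as the real 2 genes (highest other 1), and 9 of 10 had a HIF median as large as the real 0.03 (highest other 0.83). For the interaction, 4 of 4 called at least the real 0 genes (highest other 0), and 1 of 4 had a HIF median as large in size as the real -0.52 (highest other 0.46). The split with 13 genes and those with larger HIF medians for MBZ at 1% O2 did not keep 1 library per line on each side. What produced the 13 calls was not tested.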
